# WNT5A Inhibits Metastasis and Alters Splicing of Cd44 in Breast Cancer Cells

**DOI:** 10.1371/journal.pone.0058329

**Published:** 2013-03-06

**Authors:** Wen Jiang, David K. Crossman, Elizabeth H. Mitchell, Philip Sohn, Michael R. Crowley, Rosa Serra

## Abstract

Wnt5a is a non-canonical signaling Wnt. Low expression of WNT5A is correlated with poor prognosis in breast cancer patients. The highly invasive breast cancer cell lines, MDA-MB-231 and 4T1, express very low levels of WNT5A. To determine if enhanced expression of WNT5A would affect metastatic behavior, we generated WNT5A expressing cells from the 4T1 and MDA-MB-231 parental cell lines. WNT5A expressing cells demonstrated cobblestone morphology and reduced in vitro migration relative to controls. Cell growth was not altered. Metastasis to the lung via tail vein injection was reduced in the 4T1-WNT5A expressing cells relative to 4T1-vector controls. To determine the mechanism of WNT5A action on metastasis, we performed microarray and whole-transcriptome sequence analysis (RNA-seq) to compare gene expression in 4T1-WNT5A and 4T1-vector cells. Analysis indicated highly significant alterations in expression of genes associated with cellular movement. Down-regulation of a subset of these genes, Mmp13, Nos2, Il1a, Cxcl2, and Lamb3, in WNT5A expressing cells was verified by semi-quantitative RT-PCR. Significant differences in transcript splicing were also detected in cell movement associated genes including Cd44. Cd44 is an adhesion molecule with a complex genome structure. Variable exon usage is associated with metastatic phenotype. Alternative spicing of Cd44 in WNT5A expressing cells was confirmed using RT-PCR. We conclude that WNT5A inhibits metastasis through down-regulation of multiple cell movement pathways by regulating transcript levels and splicing of key genes like Cd44.

## Introduction

The Wnt family of proteins consists of at least 19 members, that can be broadly divided into two general categories: 1) the canonical, ß-catenin pathway; and (2) the non-canonical, ß-catenin independent pathway [1], [2], [3]. While the Wnt/ß-catenin pathway has been studied extensively, less is known about the non-canonical pathways, which include Planar Cell Polarity and Wnt/Ca^+2^ signaling [4], [5]. Many canonical signaling Wnts have a clear role in breast cancer progression [2], [6]. A screen of Wnt expression in various established tumor cell lines showed that, in general, canonical Wnts were up-regulated in cancer cell lines relative to normal human mammary epithelial cells while the expression of non-canonical Wnts, including WNT5A, WNT5B and WNT16, was down-regulated [7], [8]. Previous studies have shown that loss of WNT5A is associated with early relapse of invasive breast cancer and, in a retrospective study, immunohistochemical detection of WNT5A in tumors was inversely correlated with metastasis and survival [8], [9], [10]. In contrast, it was shown that WNT5A is critical for macrophage-induced invasion of breast cancer cell lines [11], [12]. This suggests WNT5A may play different roles, which may be stage dependent or involve cues from the microenvironment (reviewed in [13]. Therefore, an in-depth understanding of the mechanism of WNT5A action in breast cancer progression and metastasis is required.

Cell movement is an integral part of metastasis. Migration is regulated by numerous chemokines, cytokines, and growth factors that in general promote cell migration by causing changes in the cytoskeletal structure and cell adhesion. When added to cells in culture, WNT5A inhibits migration in part by increasing adhesion [14], [15]. Drugs that target migration of tumor cells could be used to combat metastatic disease. Recently, a WNT5A peptide agonist, FOXY-5 was shown to inhibit breast cancer metastasis in an in vivo mouse model [16]. Although WNT5A is known to inhibit migration in breast cancer cell lines, the consequences of WNT5A expression on specific migration associated gene targets are not known.

Cell behavior is ultimately dictated by the complement of mRNAs that are expressed in the cell. In addition to generating hypotheses, global analysis of gene expression can be used as a way to phenotype cells and is now routinely used to classify breast cancer subtypes [17]. Expression microarrays are the most common method used for this type of gene analysis. More recently, ultra-high throughput sequencing has been used to analyze the entire transcriptome within a cell. The advantages of mRNA sequencing (RNA-seq) include the ability to obtain more comprehensive coverage relative to microarrays and the identification of specific splice variants of a particular gene [18], [19], [20]. This is in addition to being able to determine the presence and amount of each mRNA relative to another sequenced sample. Recently, RNA-seq has become more cost effective than microarray and analysis of the huge amounts of data generated from each experiment has become standardized making RNA-seq a feasible way to study the mechanisms of cell behavior.

An inverse correlation between malignant potential and WNT5A expression exists among several breast cancer cell lines [7], [8]. MDA-MB-231 and 4T1 breast cancer cells are highly metastatic and express little to no WNT5A. In this study, we generated cell lines that ectopically express WNT5A to study the effects of WNT5A on metastatic behavior. To determine the mechanism of WNT5A action on metastasis, we used microarray and RNA-seq analysis to determine differences in gene expression between parental and WNT5A-expressing cells. We show that expression of WNT5A regulates expression and splicing of genes associated with several migration pathways. We propose that WNT5A acts at least in part to inhibit metastasis by regulating movement of tumor cells through these changes in gene expression and transcript splicing.

## Materials and Methods

### Ethics Statement

All animal experiments were done after approval of the University of Alabama Institutional Animal Care and Use Committee, protocol number 08539 to R. Serra.

### Cell Lines

Mouse 4T1, human MDA-231, L-parental and L-WNT5A cells were obtained from ATCC. 4T1-Luc cells were obtained from Caliper Life Sciences. 4T1-Luc cells are resistant to Puromycin. Cells were grown according to the manufacturer’s instructions. Cells were imaged on an Olympus (CK40) inverted microscope using phase contrast microscopy and a magnafire digital camera.

### Production of WNT5A Expressing Stable Cell Lines

Lentivirus containing the human WNT5A cDNA (hWNTA) was generated using the pLenti6/V5 Directional TOPO Cloning Kit (Invitrogen K4955-10). Phusion High-Fidelity DNA polymerase was used to produce the blunt–end PCR product of hWNTA for cloning. Both the control vector (pLenti6/V5-GW/lacZ) and expression vector had a Blasticidin selection marker. Sequencing and restriction enzyme digestion was used to verifying the correct clones, including the orientation of the insert. Lentivirus was produced by co-transfection of the packaging and envelope plasmids (pCMV-VSV-G and psPAX2) with the pLenti6/V5-D-TOPO expression vector into 293T cells (Invitrogen). Two to three days post-transfection, hWNT5A containing and control lenti-viruses were collected and used to infect mouse 4T1 cells. One to two days later, infected cells were selected for Blasticidin resistance. Stable cell lines were expanded after 10–14 days of Blasticidin selection. Similar methods were used to generate control and WNT5A-expressing cells from mouse 4T1-Luciferase positive cells and human MDA-MB-231 cells.

### Western Blot

To detect endogenous and ectopic WNT5A, cells were lysed in NP40 lysis buffer (150 mM sodium chloride, 1.0% NP-40, 50 mM Tris, pH 8.0), protein was quantified using the Biorad Protein Assay. Proteins were separated on a 10% gel using SDS- PAGE. Protein was transferred to PVDF membrane. Monoclonal Anti-human/mouseWnt-5a Antibody (from R&D, Cat: MAB645) and ECL chemiluminescence was used to detect WNT5A protein on the blots. GAPDH (Santa Cruz, SC-20357) was used as a loading control.

### Immunofluorescent Staining

The cells were grown in chamber slides then were washed twice with PBS and fixed and permeabilized with cold methanol. Cells were rinsed with PBS three times in blocking solution (10% normal goat serum (vector Laboratories cat # S-1000) in TBST) for 30 minutes at room temperature. The cells were stained with the E-cadherin antibody (Cell Signaling cat # 4065S) at 1∶200 for 30 min. The cells were then washed three times with PBS, and then incubated with the secondary antibody (Alexa 488 conjugated goat anti-rabbit IgG, Invitrogen cat # A11008), at 1∶200 for 30 min. The samples were washed and then mounted with aqueous mounting solution.

### Growth Curve

Cells were plated in 24 well plates at 6150 cells per well. Day 1 was considered the day after plating. For counting, cells were trypsinzed with 125 ul of 0.05 M Trypsin. Trypsin was inactivated with FBS and the cells were diluted in trypan blue 1∶2 for days 1 and 3 and 1∶5 for days 5, 8, 10. The total number of cells/well was then calculated. The data was plotted as cells per well over days in culture. The experiment was repeated two times with similar results. A representative experiment is shown. Vector and 4T1-WNT5A growth curves were analyzed with the extra sum of squares F-test comparing the rate constant K of the lines of best fit using Prism 6 software.

### Migration Assay

CFDA working solution (10uM) was prepared using PBS. Cells were loaded with CFDA. The migration assay was performed using the 96 well ChemoTx plate from Neuro probe (Gaithersburg, MD) according to the manufacturer’s instructions. After incubation overnight, the top cells were removed gently with a cotton swab and the top surface of the filter was washed with media. The cells were spun down while in the microplate and migrated cells were counted using a fluorescence microplate reader. Before the start of the migration assay, the cells were serum starved overnight. Complete media with 10% FBS was placed into the bottom well as a chemoattractant. All of the migration assays were repeated at least three times.

### Conditioned Media

L-parental and L-WNT5A cells (from ATCC) were split into culture medium without G418 and the cells were grown for 4 days (approximately to confluence). The medium was removed and filter sterilized. Fresh culture medium without G418 was added to the cells and the cells were cultured for another 3 days. The medium was collected, filtered and added to the media collected the first time.

### Tail Vein Injection Assay

All animal experiments were done after approval of the University of Alabama Institutional Animal Care and Use Committee. Balb/c mice were used for the experiments. 2×10^5^ of the indicated cells was injected into the mouse tail vein using standard procedures (n = 6 vector and n = 6 WNT5A injected). At varying times after injection, luciferase imaging was performed. Mice were anesthetized and injected i.p. with luciferin (2.5 mg/0.1 ml). Fifteen minutes after injection, animals were imaged using an IVIS-100 system at the UAB Small Animal Imaging Core Facility. Data acquisition software ensured that no pixels were saturated during image collection. Light emission from animal regions (photons/sec) were measured using software provided by the vendor (Xenogen). The intensity of light emission was represented with a pseudo color scaling of the bioluminescent images. The bioluminescent images were overlaid on black and white photographs of the animals that were collected at the same time.

### Microarray

Affymetrix Mouse Exon GeneChip ST 1.0 Array interrogates over 28,000 well-annotated mouse genes with 764,000 distinct probe sets. The GeneChip analysis was carried out in the Gene Expression Shared Facility located in the Heflin Center for Genomic Sciences. The facility is equipped with the Affymetrix Complete GeneArray Instrument System. The quality of each RNA sample was determined by analysis on the 2100 Agilent Bioanalyser prior to RNA labeling. Detailed genechip analysis procedures are presented in the manufacturer’s GeneChip Expression Technical Manual (Affymetrix). RNA was isolated from two separate passages of both vector and WNT5A cells at confluency using Trizol reagent. RNA was DNAse treated to remove DNA contamination. 100 ng of total RNA from each sample was used to generate double strand cDNA by linear amplification using T7-linked random primers and reverse transcriptase. Subsequently, cRNA was generated by standard methods (Affymetrix) followed by cRNA fragmentation, end label biotinylation and preparation of hybridization cocktail. The arrays were hybridized overnight at 45°C, and then washed, stained, and scanned the next day. Gene expression levels were extracted using AGCC (Affymetrix GeneChip Command Console).

### RNA-seq

mRNA-sequencing was performed by the using an Illumina Genome Analyze IIx (GAIIx) providing up to 95 Gb of sequence information per flow cell. One of the each of the vector and WNT5A expressing samples of RNA used in the microarray screen was poly A+ selected two times and converted to cDNA. The TruSeq library generation kit was used to generate sequencing libraries as per the manufacturer’s instructions (Illumina, San Diego, CA). Library construction consisted of random fragmentation of the polyA mRNA, followed by cDNA production using random primers. The ends of the cDNA were repaired, A-tailed and adaptors were ligated for indexing during the sequencing runs (up to 12 different barcodes per lane). The cDNA libraries were quantified using qPCR in a Roche LightCycler 480 with the Kapa Biosystems kit for library quantification (Kapa Biosystems, Woburn, MA) prior to cluster generation. Clusters were generated to yield approximately 725K-825K clusters/mm^2^. Cluster density and quality was determined during the run after the first base addition parameters were assessed. Paired end 2×50 bp sequencing runs to align the cDNA sequences to the mouse mm9 reference genome were performed.

### Bioinformatics

Statistical analysis of the GeneChip experiment was conducted using the software package GeneSprings v11 (Agilent Technologies, Santa Clara, CA). Briefly, the raw GeneChip files (.CEL files) from AGCC and Expression Console were uploaded, background-subtracted, variance stabilized, and normalized with GC-RMA method. The vector control group was used as a baseline to calculate the intensity ratio/fold changes of the treated versus the control group.

For the RNA-Seq experiments, TopHat version 2.0.0 [19] was used to align RNA-Seq reads to the reference genome (mm9) using the short read aligner Bowtie (version 2.0.0.5) [21]. TopHat was also used to analyze the mapping results to identify splice junctions between exons. Cufflinks (version1.3.0) [20] was used to align reads from TopHat and assemble transcripts, estimate their abundances and test for differential expression and regulation. Cuffcompare (version 1.3.0), which is part of Cufflinks was used to compare the assembled transcripts to a reference annotation. Finally, Cuffdiff (version 1.3.0) was used with settings of False Discovery Rate 0.05, Minimum Alignment Count 10, quartile normalization and bias correction to find significant changes in transcript expression, splicing and promoter use. Splicing was further visualized using Broad’s Integrative Genomics Viewer (IGV) [22].

The above data sets were analyzed using Ingenuity Pathways Analysis (IPA) software (Ingenuity® Systems, www.ingenuity.com). The data set contained gene identifiers and corresponding expression values and was uploaded into the application. Each identifier was mapped to its corresponding object in Ingenuity’s Knowledge Base. A fold-change cutoff of ±2 was set to identify target molecules whose expression was significantly up- or down-regulated. These Network Eligible molecules were overlaid onto a global molecular network developed from information contained in Ingenuity’s Knowledge Base. Networks of Network Eligible Molecules were then algorithmically generated based on their connectivity. The Functional Analysis identified the biological functions that were most significant to the dataset. Molecules from the dataset that met the ±2 fold-change cutoff and were associated with biological functions in Ingenuity’s Knowledge Base were considered for analysis. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone.

Microarray and RNA seq data were deposited into the GEO database. The accession number for the super series, which contains both microarray and RNA-seq datasets is GSE41793.

### RT-PCR

RNA was extracted from 4T1 control and WNT5A expressing cells using RNeasy Plus Mini Kit (Qiagen, USA) and resuspended in RNase-free water. cDNA was synthesized from 1 µg total RNA using a reverse transcription kit (Qiagen, USA). Semi-quantitative PCR was set up using approximately 50 ng per sample. Each sample was analyzed at the linear range of amplification, as determined by analysis at three different cycles. cDNA levels were normalized to Gapdh: Forward: 5′-ACCACAGTCCATGCCATCAC-3′, Reverse: 5′-TCC-ACC-ACC-CTG-TTGCTG-TA-3′). Other primers were as follows: hWNT5A: Forward 5′-CCGCGAGCGGGAGCGCAT, Reverse 5′-GCCACATCAGCCAGGTTGTACACC; mMmp13, Forward: 5′-TCCTGGCCACCTTCTTCTTGTTGA-3′, Reverse 5′-AGTTTGCCAGTCACCTCTAAGCCA-3′; mNos2: Forward:5′-CTGCTGGTGGTGACAAGCACATTT-3′ Reverse 5′-CGTTCTTTGCATGGATGCTGCTGA-3′; mIl1a: Forward: 5′-ACTGATGAAGCTCGTCAGGCAGAA -3′ Reverse 5′- CCCGACTTTGTTCTTTGGTGGCAA -3′; mCxcl1: Forward: 5′-TAACCAGTTCCAGCACTCCAGACT-3′ Reverse 5′-TGTTCTTGAGGTGAATCCCAGCCA-3′; mLamb3: Forward:5′-TTAGGTGCCCGGAAAGATATGCCT-3′ Reverse 5′-TCCTGTAAACTGGTTGCACTGGGA-3′.

To characterize alternative exon usage in Cd44, primers for Cd44s, Cd44v4, Cd44v6 and Cd44v9 from Hebbard et al. 2000 [23] were used. Images were quantified using integrated pixel density analysis in Photoshop.

## Results

### Generation and Characterization of WNT5A Expressing Breast Cancer Cell Lines

A highly invasive mouse breast cancer cell line that expresses low to undetectable levels of endogenous Wnt5a, 4T1, was transduced with lentiviruses that either express human WNT5A (4T1-WNT5A) or the vector alone (4T1-vector). Cells carrying the integrated virus were selected with Blasticidin. WNT5A expressing cells were also generated in a similar manner from 4T1 cells that contained a luciferase marker (4T1-WNT5A-luc and 4T1-vector-luciferase). Increased expression of WNT5A in the WNT5A-trandsduced cells was confirmed at the mRNA and protein levels by RT-PCR and Western blot (Figure 1A, B).

**Figure 1:**
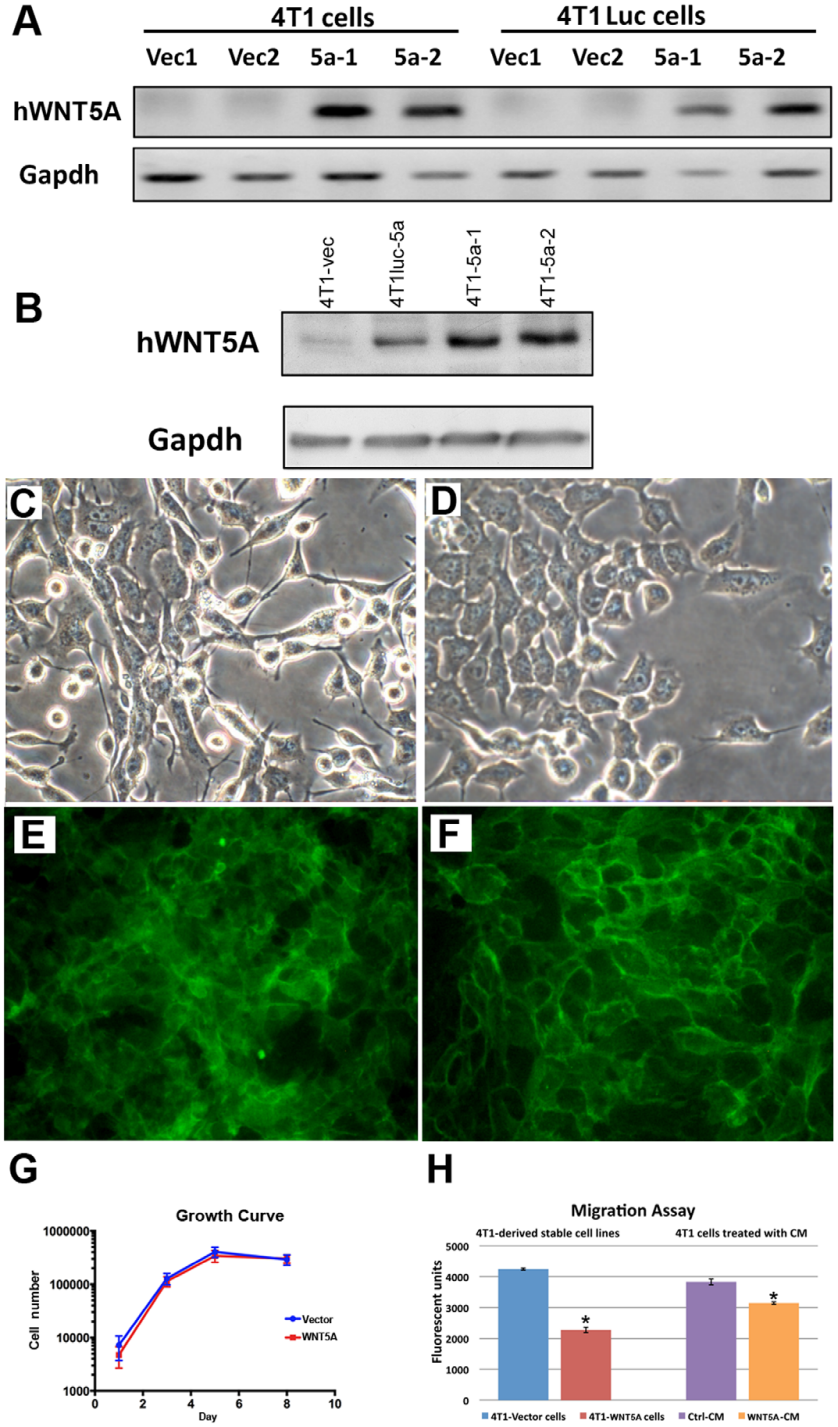
Generation and characterization of WNT5A expressing 4T1 cells. (A) RT-PCR showing expression of the human WNT5A transgene in 4T1 and 4T1-luciferase (4T1-luc) vector (vec) and WNT5A (5a) transduced cell lines. Glyceraldehyde-3-phosphate dehydrogenase (Gapdh) is used as a loading control. (B) Western blot showing expression of WNT5A in 4T1 cells transduced with vector alone (4T1-vec) and 4T1 and 4T1-luciferase cells transduced with WNT5A (4T1-5a and 4T1Luc-5a). Gapdh is used as a loading control. (C, D) Phase contrast images of 4T1-vector (C) and 4T1-WNT5A (D) cells showing changes in morphology in WNT5A expressing cells. (E, F) E-cadherin staining of 4T1-vector (E) and 4T1-WNT5A (F) cells. E-cadherin stain is green. (G) Cell counts were used to measure cell growth over 8 days. Cell growth was comparable in vector and WNT5A 4T1 cells. Extra Sum of Squares F-test, p value 0.4806. (H) Transwell migration assay was used to determine the effects of WNT5A expression on cell migration. 4T1-WNT5A cells showed reduced migration towards FBS (H, left side). Cells treated with WNT5A conditioned medium also showed reduced migration toward FBS when compared to cells treated with a control conditioned medium (H, right side). * = T-test p-value <0.05.

Next, the effects of increased WNT5A expression on the biological characteristics of the cells was examined. The morphology of the WNT5A expressing cells was altered relative to the vector only controls (Figure 1 C, D). The parental cells (not shown) and the vector only cells (Figure 1C) were refractile and spindle shape, common in highly metastatic cancer cell lines. In contrast, the WNT5A-expressing cells were flat and more cobblestone-like in appearance (Figure 1D), characteristics of normal epithelial cells. To confirm more normal cell features we stained the cells for E-cadherin (Figure 1 E, F). In 4T1-vector cells E-cadherin localization was disorganized (Figure 1E). In contrast, WNT5A expressing cells were clearly outlined with E-cadherin staining suggesting a more normal epithelial phenotype (Figure 1F). Similar staining patterns were previously reported in HB2 cells expressing varying amounts of Wnt5a [24]. The change in morphology suggested WNT5A may have an effect on growth or migration of the cells; however, we did not detect significant differences in cell growth in the 4T1-WNT5A and 4T1-vector cells over 8 days (Figure 1G). We then used a transwell assay to compare migration of the cells toward FBS used as a chemoattractant in the bottom of the well. Fewer 4T1-WNT5A cells migrated towards the chemoattractant than 4T1-vector cells indicating that migration was inhibited in the WNT5A expressing cells (Figure 1H). Likewise, addition of WNT5A containing conditioned media inhibited the level of migration in 4T1 cells when compared to cells treated with the control parental media (Figure 1H). Both 4T1 and 4T1-luc derived cells behaved similarly. In addition, similar results were obtained in another highly metastatic human cell line, MDA-231, engineered to over-express WNT5A (Figure S1).

Although migration plays a major role in metastasis, in vivo assays can measure other parameters of metastasis like invasion and colonization. 4T1-vector-luc and 4T1-WNT5A-luc cells were used in a tail-vein injection assay for metastasis (Figure 2). Equal numbers of vector or WNT5A expressing cells were injected into mouse tail veins (n = 6 each control and WNT5A). Luciferase was imaged at varying times after injection to monitor the location and growth of the cells in the lung (Figure 2A). Luciferase counts/second was graphed over time (Figure 2B). Cells expressing WNT5A had significantly lower signal in the lung suggesting reduced invasion and colonization in vivo.

**Figure 2:**
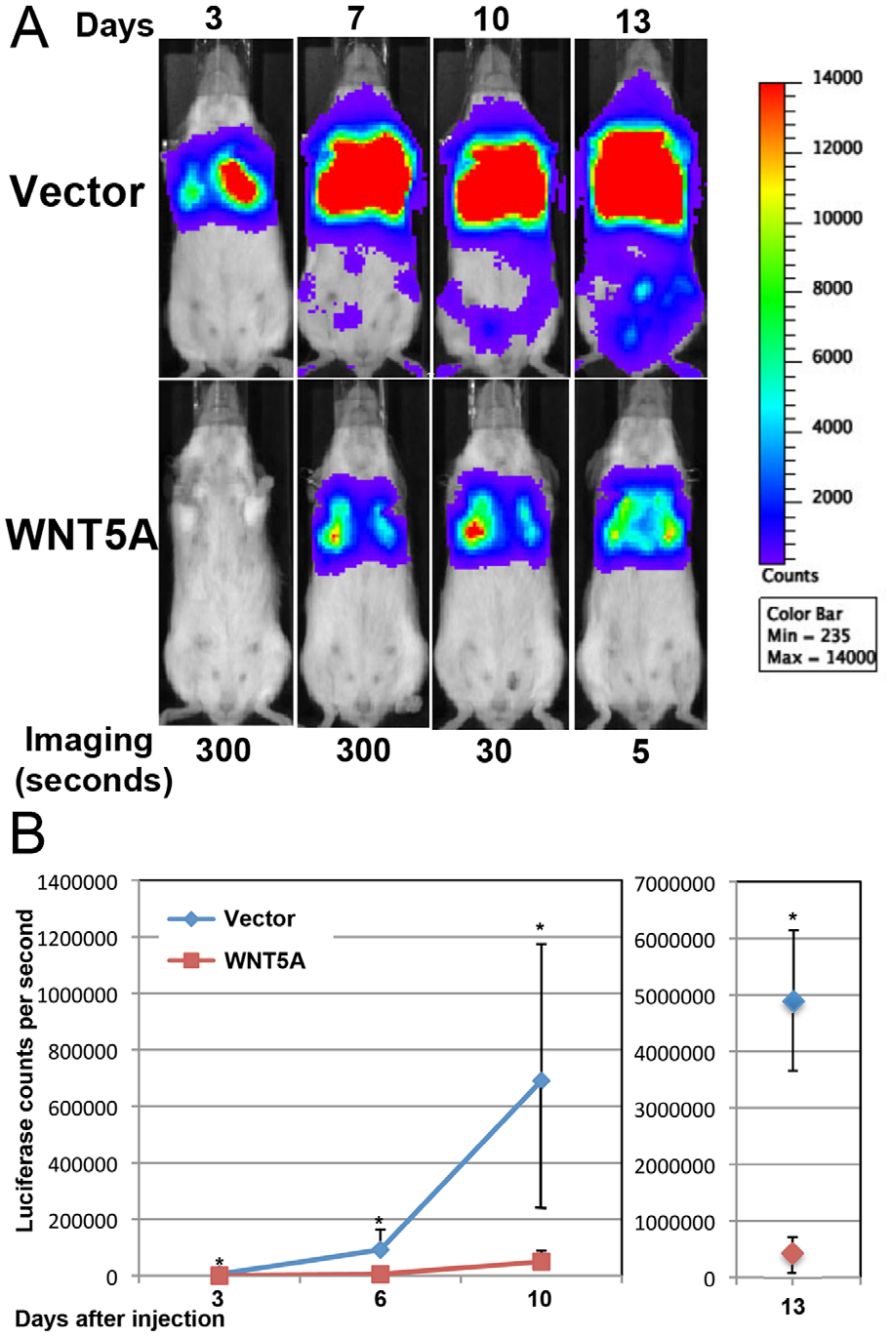
WNT5A inhibits metastasis to the lung. The tail vein assay was used to compare metastasis to the lung of vector only transduced 4T1-luc (Vector) and WNT5A expressing 4T1-luc (WNT5A) cells. (A) Luciferase imaging over several days after injection is shown. Red represents the highest intensity of luciferase signal. The imaging time in seconds is shown at the bottom. (B) The average and standard deviation from 6 mice in each group of luciferase counts per second is shown over time. Luciferase counts were significantly reduced in 4T1-Luc-WNT5A cells starting at 3 days after injection (*T-test p-value <0.05). Note Day 13 results are shown on a different scale.

### Global Analysis of Gene Expression

To begin to determine the molecular basis of WNT5A action in inhibiting migration and metastasis, we performed an Affymetrix microarray screen comparing gene expression in 4T1-WNT5A and 4T1-Vector cells. RNA was isolated from two separate passages of each cell line to generate two biological replicates. The high quality RNA was labeled and each sample was hybridized to a separate Affymetrix mouse 1.0 ST gene array. Results were analyzed using GeneSpring and Ingenuity Pathway Analysis Software. Ninety six genes were down-regulated at least two-fold (T-test, p<0.05) in WNT5A expressing cells relative to controls and twenty eight genes were up-regulated (Table S1).

RNA-seq has recently become a cost effective way to analyze global changes in gene expression [18], [19], [20]. In addition to determining relative levels of gene expression, the advantages of RNA-seq over microarray include: 1- Ability to identify novel or known splice variants; 2- Ability to identify expression of transcript variants at the single base level; and 3- Ability to assay novel genes or genes that are not present on the microarray chip. 

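RNA from 4T1-vector and 4T1-WNT5A cells was sequenced as 1 library of each cell line. 4T1 is a highly metastatic mouse breast cancer cell line. The cells had been transduced with a lentivirus, which carried human WNT5A in the 4T1-WNT5A cells and only the vector in the 4T1-vector cells. The RNA of each library came from 1 of the 2 passages of that line used on the microarray. The paper states that the cells were at confluency when RNA was isolated, and the sample labels give 70% confluency. PolyA RNA was fragmented and the fragments were sequenced from both ends, 50 bases from each. Table 1 of the paper gives 31604816 reads for the 4T1-vector library and 43743888 for the 4T1-WNT5A library, of which 27341584 and 36921922 were aligned to mm9.

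The authors aligned the reads with TopHat 2.0.0 and Bowtie 2.0.0.5, assembled transcripts with Cufflinks 1.3.0 and estimated the abundance of each transcript with Cuffdiff 1.3.0, with quartile normalization and bias correction. The deposited values are in FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) and cover 35797 transcripts in each library. Of these, 34818 were assigned to 21927 gene symbols. The FPKM of a gene was taken as the sum over its transcripts, and the 4T1-WNT5A value was divided by the 4T1-vector value without a pseudocount. Changes were counted among the 10632 genes with an FPKM of at least 1 in at least 1 library. Rescaling the libraries shifted every log2 ratio by the same amount, which was 0.20 upward when each library was scaled to the same sum (TPM). With 1 library of each cell line the differences have no replicate check, and no test between the cell lines was made.

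The values hold no read counts. For genes with a single transcript, the lowest values multiplied by the annotated length in kilobases gathered at 0.0662 in the 4T1-vector library and 0.0457 in the 4T1-WNT5A library, which was taken as the worth of 1 fragment. These steps put the depth of the 4T1-WNT5A library at 1.45 times that of the 4T1-vector library, and the aligned reads of Table 1 put it at 1.35 times. The approximate numbers of fragments gave a 95% counting interval for the log2 ratio of a gene. For genes with several transcripts the summed FPKM and the length of the longest annotated transcript were used. Where shorter transcripts dominate, this overstates the fragments and makes the interval too narrow. The interval covers counting error only, and neither the variation between cultures nor the division of reads among transcripts.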

To further examine the effects of WNT5A on gene expression and transcript processing in the highly metastatic breast cancer cell lines, we performed RNA-seq analysis with the same RNA used in the microarray assay. After sequencing and alignment, 86.5% of the total reads from the vector control cells were aligned to the mouse reference genome and 84.4% from the WNT5A expressing cells were aligned (Table 1). 

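Genes with an FPKM above 0 numbered 14295 in the 4T1-vector library and 14660 in the 4T1-WNT5A library, and 13585 genes were above 0 in both. A further 710 genes were above 0 only in the 4T1-vector library, with a median FPKM of 0.0299 and a highest value of 2.02. In the 4T1-WNT5A library 1075 genes were above 0 only there, with a median of 0.0196 and a highest value of 11.5. At an FPKM of at least 0.1 the numbers were 12365 in the 4T1-vector library and 12284 in the 4T1-WNT5A library. At an FPKM of at least 1 they were 10340 and 10396. The library with the larger number therefore changed with the threshold. The deeper 4T1-WNT5A library could show lower values, since 1 fragment on a transcript of 1 kilobase was worth about 0.0457 FPKM there and about 0.0662 in the 4T1-vector library.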

A similar number of total genes were expressed in control and WNT5A cells (Table 2). Using Tophat/Cuffdiff analysis, 693 genes were identified as being significantly regulated by at least two-fold (FC2 q0.05) with 302 genes being up-regulated in WNT5A expressing cells and 391 being down-regulated (Table 2; Table S2). 

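Among the 10632 genes with an FPKM of at least 1 in at least 1 library, 415 were at least 2-fold higher and 487 at least 2-fold lower in WNT5A expressing cells. Of these, 2 of the higher genes were at 0 in the 4T1-vector library and 3 of the lower genes were at 0 in the 4T1-WNT5A library. Across the 10104 genes with at least 1 in both libraries the median log2 ratio was 0.07, and 93.8% of them changed by less than 2-fold. Without the filter on low values 2035 genes were higher and 1795 lower, and at a 3-fold threshold 71 were higher and 187 lower. With both libraries scaled to the same sum 758 were higher and 326 lower. Which direction had more genes therefore depended on the processing.

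All 693 genes of Table S2 were found among the deposited values, 302 of them up-regulated and 391 down-regulated in that table. The ratio computed here was within 0.02 of the paper's fold change on the log2 scale for 690 of them. With the filter on low values, 658 (94.9%, 95% Wilson interval 93.1% to 96.3%) were past 2-fold in the same direction. A further 240 genes were past 2-fold here and are not in Table S2, and their median FPKM in the library with the larger value was 2.47. Table S2 also required a q-value from Cuffdiff, which was not used here.

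The largest rises among genes with at least 1 in both libraries were in Mthfd2, Fbln1, Cd38, Slc7a5 and Lars2, with log2 ratios of 2.60, 2.26, 2.25, 2.21 and 2.15. Mthfd2 (NM_008638), on chromosome 6 of mm9 from 83255698 to 83267598, went from 7.53 to 45.6 FPKM with a counting interval for the log2 ratio of 2.40 to 2.79. The largest falls were in Cck, Prl2c3, Nppb, S100a16 and Aqp3, with log2 ratios of -4.60, -4.30, -3.99, -3.87 and -2.80. Cck (NM_031161), on chromosome 9 from 121398942 to 121404807, went from 44.1 to 1.81 FPKM with a counting interval of -5.12 to -4.09. Prl2c3 has closely related copies in the genome, so its value is uncertain where the alignment divided reads among them. From the fold changes and the q-values of Cuffdiff, the paper states that the genes of Table S2 were significantly regulated in WNT5A expressing cells.

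**Figure D1:**
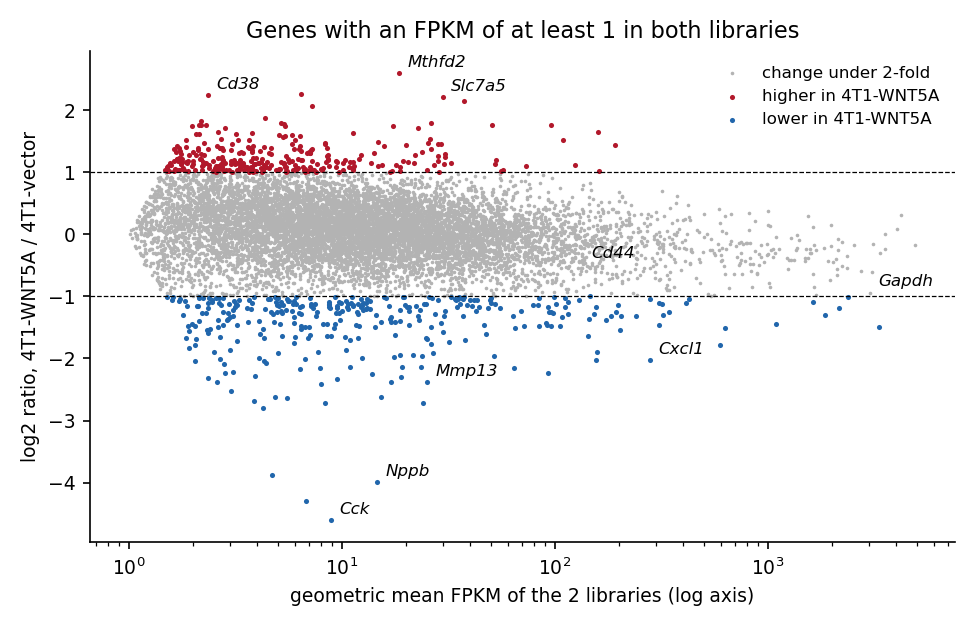
Log2 ratio of 4T1-WNT5A to 4T1-vector against the geometric mean FPKM of both libraries (log axis), 1 point for each of the 10104 genes with an FPKM of at least 1 in both. Dashed lines mark 2-fold, and most points (93.8%) lie between them. The lowest point is Cck at -4.60 and the highest is Mthfd2 at 2.60.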

Over expression of the WNT5A transgene was confirmed in the sequencing analysis (Table S2).

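Wnt5a (NM_009524) lies on chromosome 14 of mm9 from 29318659 to 29338620. Its FPKM was 0.0182 in the 4T1-vector library and 2.93 in the 4T1-WNT5A library, a log2 ratio of 7.33. The 4T1-vector value corresponded to about 1.93 fragments and the 4T1-WNT5A value to about 450 (449.7), which gave a counting interval of 5.29 to 9.37. The size of the ratio depended on the treatment of the low vector value, and with a pseudocount of 0.1 or 1 the log2 ratio was 4.68 or 1.95. The transgene was human and the reads were aligned to the mouse genome, so the value covers the fragments that aligned at the mouse locus.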

**Table 1:** Sequence Alignment from CuffLinks.

	**Vector**	**Wnt5a**
Total Reads	31,604,816	43,743,888
Reads Removed	4,263,232 (13.5%)	6,821,966 (15.6%)
Reads Aligned to Reference Genome (mm9)	27,341,584 (86.5%)	36,921,922 (84.4%)

**Table 2:** Gene and Isoform Expression from CuffDiff.

Genes		
	Vector	Wnt5a
Total Genes Expressed	14,167	14,522
Vector Only	695	
Wnt5a Only		1,050
Up-regulated (>2-fold, q<0.05)		302
Down-regulated (<2-fold, q<0.05)		391
**Known Isoforms**		
	**Vector**	**Wnt5a**
Total Known Isoforms Expressed	17,105	17,687
Vector Only	1,322	
Wnt5a Only		1,904
Up-regulated (>2-fold, q<0.05)		562
Down-regulated (<2-fold, q<0.05)		595
**Novel Isoforms**		
	**Vector**	**Wnt5a**
Total Novel Isoforms Expressed	4,906	5,021
Vector Only	288	
Wnt5a Only		378
Up-regulated (>2-fold, q<0.05)		367
Down-regulated (<2-fold, q<0.05)		335

Overall gene expression from the microarray and RNA-seq experiments were compared (Figure 3). First, to compare the data, gene lists generated form Genesprings and CuffLinks had to be imported into Ingenuity software. This process resulted in elimination of additional genes tagged as duplicates. In the microarray, a total of 16,872 genes were listed as present in the control cells after filtering for expression within 20th to 100th percentiles, which is common since low signals are not reliable in the microarray. 

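In the 4T1-vector library 14295 of the 21927 gene symbols had an FPKM above 0. Counted as transcripts, with those without a gene symbol included, 23741 of 35797 were above 0. Of the genes, 12365 had an FPKM of at least 0.1 and 10340 an FPKM of at least 1. The 14295 genes are close to the 14167 of Table 2 but fewer than the paper counts for either platform in this comparison. The values here therefore did not show more genes by RNA-seq than the paper's microarray count, which rests on a filter of probe intensity. Why the paper's RNA-seq count is larger here than in Table 2 was not tested.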

For RNA-Seq, a total of 19,991 genes were identified as being expressed in the control cells. This indicates that RNA-seq may be more sensitive in identifying expressed genes. Nevertheless, among the genes expressed the vast majority overlapped between the two platforms (Figure 3A). When looking at genes that were differentially expressed between control and WNT5A expressing cells, 87 genes were identified with the microarray platform while 672 were identified using RNA-seq (Figure 3B). Eighty –two percent of the genes identified as regulated using the microarray platform were also regulated in the RNA-seq analysis; however, more genes overall were found regulated using RNA-seq. This is likely due to the fact that RNA-seq can pick up genes that are expressed at a lower level and it can identify genes that might not be represented on the microarray. 

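The 96 entries of Table S1 used here are fewer than the microarray genes counted in the paper's text. Of the entries, 86 had a gene symbol that was found among the RNA-seq values, 11 up-regulated and 75 down-regulated on the microarray. In the RNA-seq libraries 85 of the 86 genes changed in the same direction. The change was at least 2-fold for 74 of them (86.0%, 95% Wilson interval 77.2% to 91.8%). Table S2, which also required a q-value, lists 72 of the 86 (83.7%). At a 3-fold threshold the share was 43.02%, and with both libraries scaled to the same sum it was 75.6% at 2-fold. The sequenced RNA was also hybridized to the microarray, so the 2 lists are not independent of each other.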

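Of the 693 genes of Table S2, 72 were in Table S1 and 621 were not. The FPKM in the library with the larger value had a median of 44.1 for the 72 genes, with quartiles of 17.5 and 150.1. For the other 621 genes the median was 6.59, with quartiles of 2.70 and 18.4. The value was under 5 FPKM for 6 of the 72 genes and for 268 of the 621. The median size of the log2 ratio was 1.58 for the genes in Table S1 and 1.39 for the others. By direction, Table S1 held 10 of the 302 up-regulated genes (3.31%) and 62 of the 391 down-regulated genes (15.9%). The table used here has 12 up-regulated and 84 down-regulated entries. The paper's text counts more microarray genes, and the gap is larger for the up-regulated ones. Its comparison of platforms instead counts nearly as many regulated microarray genes as the 86 matched here. That comparison gives 82% of them as regulated in RNA-seq, against 83.7% in Table S2 here. Whether entries are missing from the table is therefore not settled. If they are, the difference by direction may partly reflect which ones. Which of the genes have probes on the array was not analysed here.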

A few genes were identified as regulated in the microarray but not the RNA-seq. This could be due to cross hybridization of the RNA to closely related genes. In addition, consistent artifactual probe signals were recently identified in microarray screens using a variety of cell types [25].

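The RNA-seq change of 12 of the 86 microarray genes was less than 2-fold. Of these, 11 changed in the same direction as on the microarray, 9 of them by at least 1.5-fold, and 1 changed in the opposite direction. Each of the 12 genes had an FPKM of at least 1 in at least 1 library.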

**Figure 3:**
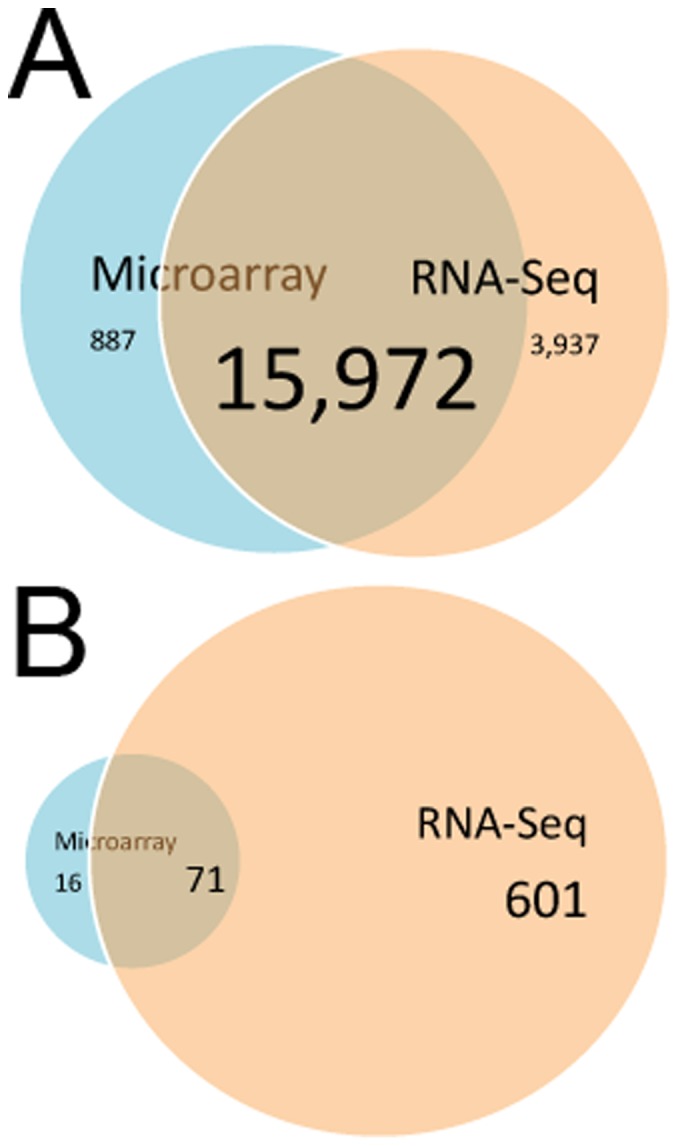
Comparison of Microarray and RNA-seq platforms. To compare data from the Microarray and RNA-Seq platforms, data from Genesprings (microarray) and DuffDiff (RNA-seq) were imported into Ingenuity Pathway Analysis Software. (A) Comparison of total gene expression in microarray and RNA-seq. For the microarray, the number of genes present after filtering for probe intensity between the 20^th^ and 100^th^ percentiles is shown in blue. The total number of reads aligned to the reference genome (FPKM>0) from the RNA-seq experiment is shown in pink. Most of the genes that are expressed overlap in both platforms; however, RNA-seq detected an overall larger number of expressed genes relative to the microarray (B) Comparison of regulated genes in microarray and RNA-seq experiments. All of the genes that were regulated up or down 2-fold, p<0.05 in the microarray are shown in blue. Genes that were determined to be regulated up or down 2-fold, q <0.05 in the RNA-seq experiment are shown in pink.

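All 29 cell movement genes of Table S3A were found among the RNA-seq values. Their median log2 ratio was -1.66, with a range of -4.60 to 2.26. Of the 29 genes, 27 were lower and 2 were higher in WNT5A expressing cells, and 25 were past 2-fold in the direction of the microarray. The median was lower than that of each of 10000 random lists of 29 genes matched on mean expression, which describes these libraries only. A pseudocount of 1 moved the median most, to -1.45. The list was chosen on the microarray, whose RNA included these samples, so it is not independent of them.

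Of the 125 genes of Table S3B, 122 were matched to a mouse symbol through Table S2 and 119 of these had an FPKM of at least 1 in at least 1 library. Their median log2 ratio was -1.28, with 89 genes lower, 30 higher and a range of -4.72 to 7.33. The genes of Table S3B were selected for their change in these libraries, so their median was not set against random lists. From pathway analysis of the microarray and RNA-seq lists, the paper states that genes associated with cell movement were highly regulated in WNT5A expressing cells.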

Pathway analysis indicated that genes associated with cell movement were highly regulated in WNT5A expressing cells in both the microarray assay (29/153 genes, p value 5.58×10^−8^ to 9.38×10^−3^; Table S3A) and the RNA-seq assay (125/744 genes; p value 7.13×10^−10^ to 5.74×10^−4^; Table S3B). 

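For each of the 23 genes of Table 3 the RNA-seq log2 ratio was within 0.02 of the paper's value and past 2-fold in the same direction. Their median log2 ratio was -1.70. Cd38 was higher in WNT5A expressing cells (2.25) and the other 22 genes were lower. The change was larger in the RNA-seq values than in the paper's microarray values for 21 of the 23. The smallest change was in Sdc1, with a log2 ratio of -1.001 and a counting interval of -1.04 to -0.96, which was -0.80 when both libraries were scaled to the same sum. The interval of Itgb7, from -1.35 to -0.88, also included changes of less than 2-fold, and its log2 ratio was -0.91 with both libraries scaled to the same sum and -0.95 with a pseudocount of 1.

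The 5 genes chosen for RT-PCR had the following values. Mmp13 (NM_008607), on chromosome 9 of mm9 from 7272514 to 7283333, went from 57.6 FPKM in 4T1-vector cells to 11.1 in 4T1-WNT5A cells, a log2 ratio of -2.38 (counting interval -2.51 to -2.25). Nos2 (NM_010927), on chromosome 11 from 78734361 to 78773626, went from 41.9 to 8.51 FPKM (-2.30, interval -2.41 to -2.18). Il1a (NM_010554), on chromosome 2 from 129125346 to 129135708, went from 316 to 77.4 FPKM (-2.03, interval -2.08 to -1.97). Cxcl1 (NM_008176), on chromosome 5 from 91320271 to 91322141, went from 563 to 138 FPKM (-2.03, interval -2.09 to -1.97). Lamb3 (NM_008484), on chromosome 1 from 195128188 to 195170072, went from 49.5 to 11.2 FPKM (-2.14, interval -2.24 to -2.03).

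**Figure D2:**
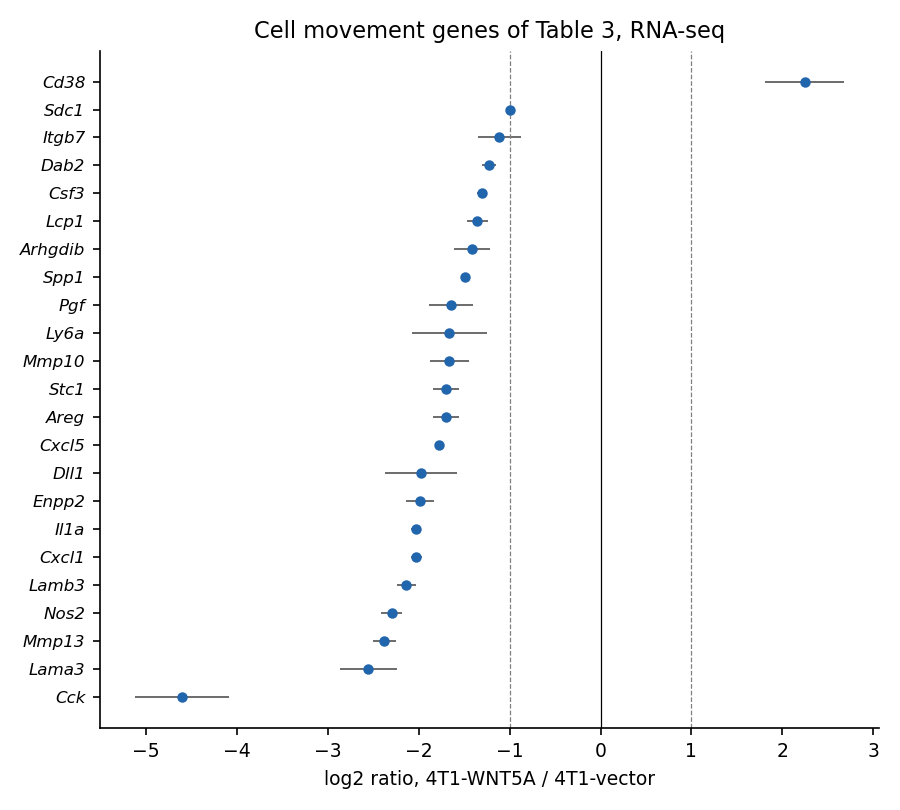
Log2 ratio of 4T1-WNT5A to 4T1-vector for the 23 genes of Table 3, with 1 library of each cell line. Horizontal bars are 95% counting intervals from approximate fragment numbers and the dashed lines mark 2-fold. Cd38 lies at 2.25 and the other genes lie between -4.60 (Cck) and -1.001 (Sdc1).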

Twenty-three of the 29 cell movement associated genes identified in the microarray assay were also identified in the RNA-seq assay (Table 3). Differential expression in the 4T1-WNT5A cells compared to the control 4T1-vector cells was confirmed for five selected genes (Mmp13, Nos2, Il1a, Cxcl1, and Lamb3) by semi-quantitative RT-PCR (Figure 4).

**Figure 4:**
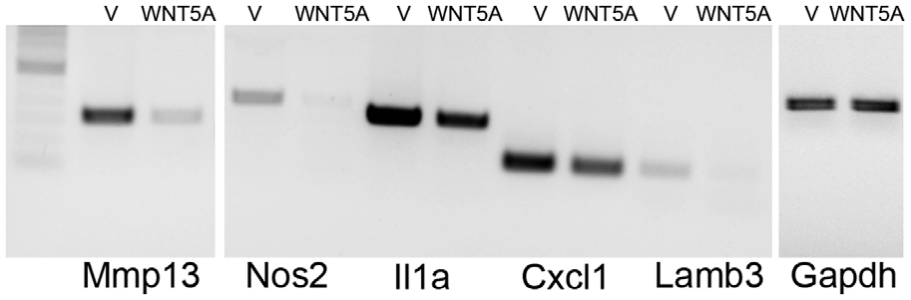
Expression of cell movement associated genes. Semi-quantitative RT-PCR was used to confirm regulation of a subset of cell movement associated genes in 4T1-WNT5A (WNT5A) relative to vector only control cells (V). Matrix metallopeptidase 13 (MMP13), nitric oxide synthase 2 (Nos2), interleukin 1, alpha (Il1a), chemokine (C-X-C motif) ligand 1 (Cxcl1), and laminin, beta 3 (Lamb3) were all down-regulated in WNT5A expressing cell. Gapdh was used as a normalization control. PCR products are shown in the linear range of product formation.

**Table 3:** Cell movement genes regulated in Wnt5a cells indentified in both microarray and RNA-Seq.

Gene Symbol	Gene Name	Fold Change Array	Fold Change RNA-Seq
AREG	amphiregulin	−2.25	−3.258
ARHGDIB	Rho GDP dissociation inhibitor (GDI) beta	−2.062	−2.661
CCK	cholecystokinin	−7.798	−24.312
CD38	CD38 molecule	2.513	4.744
CSF3	colony stimulating factor 3 (granulocyte)	−2.327	−2.476
CXCL1	chemokine (C-X-C motif) ligand 1	−2.119	−4.084
CXCL5	chemokine (C-X-C motif) ligand 6 (granulocyte chemotactic protein 2)	−2.523	−3.43
DAB2	disabled homolog 2	−2.073	−2.34
DLL1	delta-like 1 (Drosophila)	−2.728	−3.941
ENPP2	ectonucleotide pyrophosphatase/phosphodiesterase 2	−3.046	−3.968
IL1A	interleukin 1, alpha	−4.319	−4.078
ITGB7	integrin, beta 7	−2.064	−2.166
LAMA3	laminin, alpha 3	−2.153	−5.876
LAMB3	laminin, beta 3	−3.37	−4.4
LCP1	lymphocyte cytosolic protein 1 (L-plastin)	−2.097	−2.56
LY6A	lymphocyte antigen 6 complex, locus A	−2.1	−3.167
MMP10	matrix metallopeptidase 10 (stromelysin 2)	−2.74	−3.175
MMP13	matrix metallopeptidase 13 (collagenase 3)	−4.563	−5.204
NOS2	nitric oxide synthase 2, inducible	−4.574	−4.922
PGF	placental growth factor	−2.695	−3.131
SDC1	syndecan 1	−2.015	−2.001
SPP1	secreted phosphoprotein 1	−2.002	−2.807
STC1	stanniocalcin 1	−2.288	−3.254

### Differential Splicing in WNT5A Expressing Cells

One of the advantages of RNA-seq is that differentially spliced transcripts can be identified from the sequencing alignment [19], [20]. 

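Cuffdiff had marked 18083 of the 35797 transcripts as tested (status OK), and 16234 of these had an FPKM of at least 1 in at least 1 library. The FPKM was at least 2-fold higher in WNT5A expressing cells for 1962 of them and at least 2-fold lower for 1807. At a 3-fold threshold the numbers were 1098 and 1042. With a pseudocount of 1 they were 1142 and 1147, and with median ratio scaling 1806 and 1931. These alternatives were chosen after seeing the values. Which direction had more transcripts depended on the processing. The q-values of the transcripts were not used here, so these numbers count ratios only. Of the changed transcripts, 3465 had a gene symbol, and 2468 of these (71.2%) belonged to genes whose summed FPKM changed by less than 2-fold. In 398 genes 1 transcript rose and another fell by at least 2-fold.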

We identified over 1000 transcripts that were significantly different in vector control and WNT5A cells using Cuffdiff 1.3.0. Transcripts from this list that were associated with cell movement are shown in Table 4. 

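The square root of the Jensen-Shannon divergence measures how far the shares of the transcripts of a gene differ between the libraries, and is 0 when the shares are equal. It was computed with natural logarithms for the 38 genes of Table 4. The median was 0.221, with a range of 0.0372 to 0.441. For 28 of the 38 genes the value was within 0.005 of the paper's. The values here cover all transcripts listed under a gene symbol. The paper does not state which transcripts of a gene its values compare, so the 2 may not be the same measure. The summed FPKM changed by less than 2-fold for 37 of the 38 genes. Across all 5727 genes with several transcripts and an FPKM of at least 1 in at least 1 library the median was 0.103. The 38 genes were selected for their difference in these same libraries, so their larger median is no independent evidence. Leaving out transcripts below 0.1 FPKM in both libraries left the median of the 38 genes at 0.221.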

We then focused on Cd44 as an example of differences in exon usage between control and WNT5A expressing cells. Cd44 is an adhesion molecule with a complex genome structure [26]; Figure 5A). Mouse Cd44 has 10 variable exons denoted v1 through v10. 

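Cd44 lies on the minus strand of chromosome 2 of mm9. The GENCODE vM1 annotation places the gene from 102651298 to 102741822 and lists 14 transcripts. The longest of them has 19 exons and 5614 bases, and the fewest exons in a transcript is 5. The deposited values name 6 RefSeq transcripts of Cd44 over the span from 102651300 to 102741822. They do not pair the transcripts with the variable exons, and no such pairing was made here.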

Transcripts are subject to alternative splicing in this variable region, which predominantly affects the extracellular stem structure of the protein [26]. Variable exon usage has been shown to affect the adhesive properties of the protein and is associated with metastatic phenotype [27], [28]. Cd44s is used to designate the transcript without variable exons. 

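NM_001039151 was the most abundant Cd44 transcript in both libraries, with 150.3 FPKM in 4T1-vector cells and 112 FPKM in 4T1-WNT5A cells. It made up 93.3% of the Cd44 FPKM in 4T1-vector cells and 97.6% in 4T1-WNT5A cells. With a pseudocount of 1 added to each transcript the shares were 90.5% and 93.6%. The sum over the 6 transcripts went from 161 to 115 FPKM, a log2 ratio of -0.48 (counting interval -0.52 to -0.45). The interval was computed with the length of the longest annotated transcript and is too narrow if the main transcript is shorter. The shares come from the authors' model, which divides reads among overlapping transcripts, and the error of that division is not given.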

Analysis of the sequence alignments indicated that most of the Cd44 mRNA in both control and WNT5A expressing cells was the non-variable form, Cd44s. Transcripts containing exons v1 through v3 were not detected in either control or WNT5A expressing cells; however, differential v4-v10 usage was suggested. 

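The Cd44 transcripts other than NM_001039151 summed to 10.9 FPKM in 4T1-vector cells and 2.78 FPKM in 4T1-WNT5A cells, a log2 ratio of -1.96. Their share of the Cd44 FPKM went from 6.74% to 2.42%. Most of the difference was in NM_001177787, which went from 7.504 to 0.847 FPKM, a log2 ratio of -3.15. NM_001039150 went from 2.97 to 1.38 FPKM, a log2 ratio of -1.10. NM_001177786 was at 0.389 and 0.289 FPKM, NM_001177785 was at 0 and 0.263, and NM_009851 was listed at 0 in both libraries. These last transcripts were not tested by Cuffdiff. The square root of the Jensen-Shannon divergence of Cd44 was 0.0966, and the paper's reported value is 0.0926. Of the 5727 genes with several transcripts, 47.9% had a smaller value than Cd44. The values were smaller in highly expressed genes, and among the 1909 genes of the highest of 3 groups by expression, to which Cd44 belongs, the median was 0.0637 and 65.9% had a smaller value than Cd44. From the alignments, the paper proposes that usage of the variable exons differed between control and WNT5A expressing cells, and it examined this by RT-PCR.

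**Figure D3:**
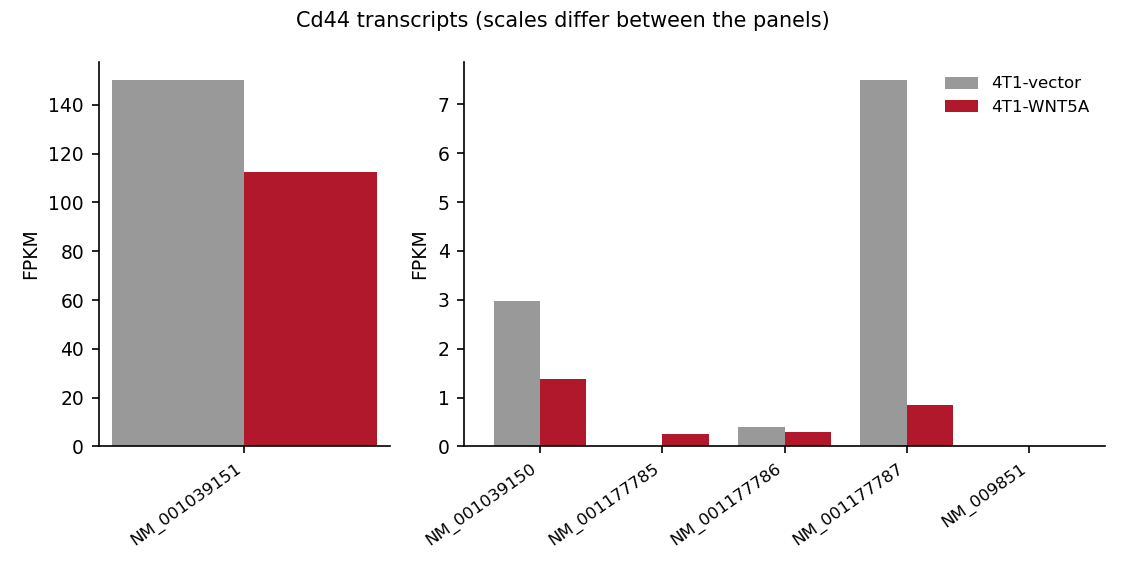
FPKM of the 6 Cd44 transcripts in the 4T1-vector and 4T1-WNT5A libraries, 1 library each, on separate scales for NM_001039151 and for the others. NM_001039151 goes from 150.3 to 112 FPKM, and NM_001177787 goes from 7.504 to 0.847.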

To determine if there were differences in v4 to v10 usage, we performed RT-PCR using primers that would detect Cd44s as well as usage of exons v4, v6, and v9 (Figure 5; [23]. PCR product in the linear range of formation was characterized in three separate experiments (for example see Figure 5C). As suggested, Cd44s was highly expressed in both WNT5A and control cells (Figure 5B–D). In contrast, exon v4 usage was detected in control cells, whereas low v4 usage was detected in the WNT5A expressing cells (Figure 5B, D). Similar results were obtained for v5 (data not shown) and V6 (Figure 5 B, D). Significant differences in V9 expression were not detected in control and WNT5A expressing cells (Figure 5B, D). The results suggest that expression of WNT5A in highly metastatic cells results in reduced expression of specific variant Cd44 transcripts.

**Figure 5:**
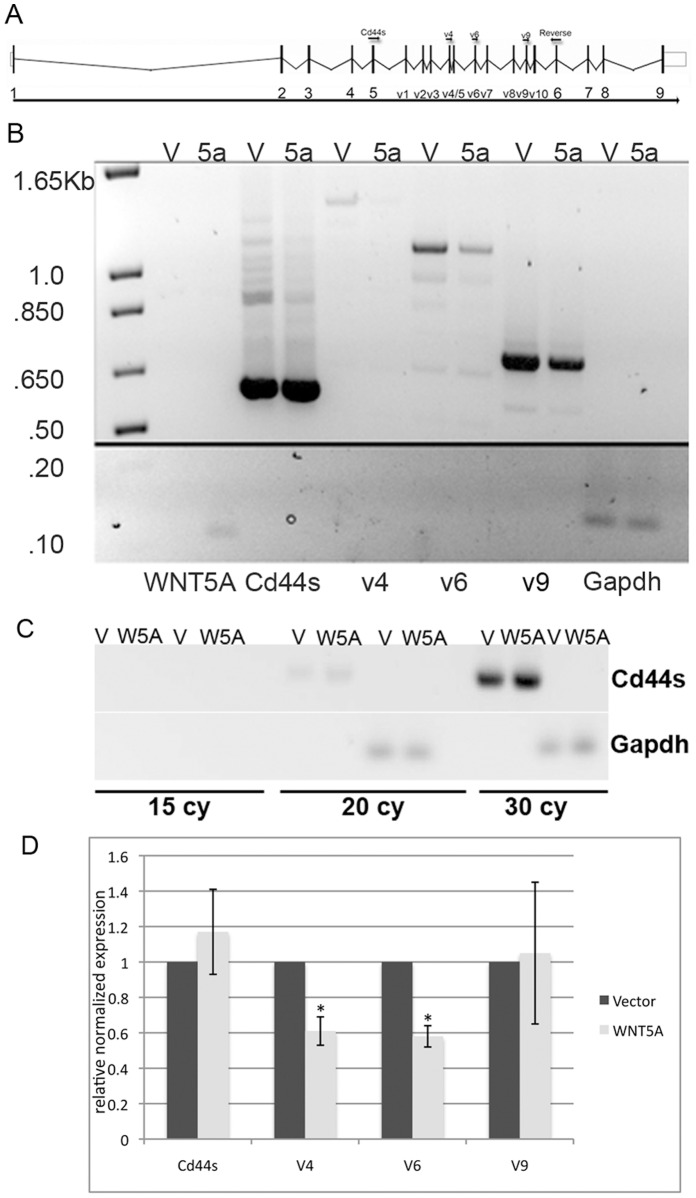
Alternative Cd44 exon usage. (A) Genomic structure of mouse Cd44 is shown. Cd44 has 9 non-variable exons numbered 1 to 9 (large). After non-variable exon 5 there are 10 variable exons numbered v1 to v10 (small). Primers used for RT-PCR are shown as small arrows on top of the genome structure. All PCR reactions used the same reverse primer in exon 6. Cd44s, the non-variable form of Cdd4, is the main PCR product amplified using the Cd44s primer in exon 5. Variable exons are amplified using primers in exon v4, v6 and v9. (B) RT-PCR for various Cd44 transcripts is shown (Cd44s, v4, v6, and v9). Expression of WNT5A was confirmed using primers to human WNT5A. Gapdh was used as a normalization control. (C) PCR was carried out for varying cycles to determine the linear range of product formation. Amplification of Cd44s is shown. Gapdh is used as a control for normalization. (D) Pixel density of bands from the images of the stained gels was determined and normalized to that of Gapdh. Bands in the linear range of product formation were used. Three separate experiments were analyzed. The vector was set to 1.0 and the relative levels of Cd44s, V4, V6 and V9 were determined. The average and standard deviation are shown on the graph. * = T-test p-value <0.05.

**Table 4:** Differential exon usage for cell movement associated genes in Wnt5a compared to vector control cells.

Gene Symbol	Gene Name	sqrt(JS)
ADRBK1	adrenergic, beta, receptor kinase 1	0.176485
APP	amyloid beta (A4) precursor protein	0.2694
ARTN	artemin	0.305967
AXL	AXL receptor tyrosine kinase	0.349732
CD40	CD40 molecule, TNF receptor superfamily member 5	0.406921
CD44	CD44 molecule (Indian blood group)	0.092575
CDK5	cyclin-dependent kinase 5	0.193261
CTBP1	C-terminal binding protein 1	0.17588
CTBP2	C-terminal binding protein 2	0.226954
CTSB	cathepsin B	0.0370863
EPHB2	EPH receptor B2	0.311454
ETV4	ets variant 4	0.296399
GNA12	guanine nucleotide binding protein (G protein) alpha 12	0.110352
IL17RA	interleukin 17 receptor A	0.237452
IL6R	interleukin 6 receptor	0.44103
JUP	junction plakoglobin	0.105648
KIF1C	kinesin family member 1C	0.185524
KIF20B	kinesin family member 20B	0.241796
LTBP2	latent transforming growth factor beta binding protein 2	0.122796
MAP4K4	mitogen-activated protein kinase kinase kinase kinase 4	0.230163
MAPK7	mitogen-activated protein kinase 7	0.165228
MAVS	mitochondrial antiviral signaling protein	0.184029
MEN1	multiple endocrine neoplasia I	0.358877
NDST1	N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 1	0.215596
NFAT5	nuclear factor of activated T-cells 5, tonicity-responsive	0.317092
PTPRA	protein tyrosine phosphatase, receptor type, A	0.0952815
RAP1GAP	RAP1 GTPase activating protein	0.414666
ROCK1	Rho-associated, coiled-coil containing protein kinase 1	0.29537
RUNX2	runt-related transcription factor 2	0.445803
SRC	v-src sarcoma (Schmidt-Ruppin A-2) viral oncogene homolog (avian)	0.0775897
STAT3	signal transducer and activator of transcription 3 (acute-phase response factor)	0.243735
STK38L	serine/threonine kinase 38 like	0.252149
TGFBR1	transforming growth factor, beta receptor 1	0.22866
TNFAIP3	tumor necrosis factor, alpha-induced protein 3	0.329969
TNFRSF1B	tumor necrosis factor receptor superfamily, member 1B	0.0822495
UNC5B	unc-5 homolog B (C. elegans)	0.180276
WISP1	WNT1 inducible signaling pathway protein 1	0.23867
WWTR1	WW domain containing transcription regulator 1	0.114948

## Discussion

To characterize the effects of WNT5A on metastatic behavior and to begin to determine mechanisms of WNT5A action in metastasis, we generated WNT5A expressing 4T1 and MBA-MD-231 cell lines. Expression of WNT5A in the normally highly metastatic cells reduced metastatic behavior of the cells including migration and lung colonization after tail vein injection. Global analysis of gene expression indicated down-regulation of a number of migration associated pathways. Furthermore, we identified alternative splicing of migration-associated genes including Cd44. The expression of specific variant isoforms of Cd44 was reduced in WNT5A expressing cells.

Several previous studies have addressed the effects of WNT5A on the progression of invasive breast cancer. In human breast cancers, loss of Wnt-5a protein is associated with poor outcome in part because of an increase in distant metastases, suggesting a suppressive role of WNT5A in breast cancer metastasis [8], [9], [10]. Previous studies showed that WNT5A could inhibit migration in various non-malignant and malignant cells lines [16], [29]. Here we show that mis-expression of WNT5A in the highly metastatic breast cancer cell lines, 4T1 and MDA-MB-231, inhibits migration and metastasis as measured by transwell and a tail vein injection assays consistent with previous reports [16]. Post-translational protein targets of WNT5A in breast cancers have also been identified [14], [15], [30] however, a global comparison of gene expression in WNT5A low and high expressing breast cancer cells has not been reported. Here we compared gene expression in control and WNT5A expressing 4T1 cells by Affymetrix microarray and RNA-seq assays. Inhibition of cell migration characterized here is likely an autocrine signaling event. It has been shown that Wnt5a can have paracrine effects on the tumor microenvironment that can impact breast cancer progression [11]. For example, WNT5A can induce MMP expression in tumor-associated macrophages thereby promoting invasion [11]. This report focuses only on the autocrine effects of WNT5A on tumor cells and does not address any potential paracrine effects of WNT5A on the tumor microenvironment.

Previous studies have identified gene expression signatures that define breast cancer metastasis [31]. Microarray and RNA-seq performed in this report provide a comprehensive view of changes in gene expression elicited by over-expression of WNT5A in metastatic breast cancer cells. We identified several potential targets of WNT5A that are associated with cell migration including chemokines, Cxcl1 and Il1a, ECM associated proteins, Mmp13 and Lamb3, as well as an inflammation responsive enzyme, Nos2. All of these genes were down-regulated in WNT5A expressing cells and have known roles in tumor progression. Cxcl1has an important role in promoting breast cancer metastasis and, recently, was shown to link metastasis to drug resistance [32]. Polymorphisms in Il1a are associated with increased breast cancer risk [33]. Many studies have implicated Mmps in promoting metastasis. Recently, a selective inhibitor of Mmp13 was shown to delay the onset of tumor associated osteolytic lesions in a model of bone metastasis; however, no effects on soft organ metastasis were observed [34]. Lamb3 is the beta chain for laminin 5, which has been shown to promote migration of breast cancer cells [35]. Increased inducible Nos2 was associated with poor survival in estrogen receptor-negative breast cancer patients [36]. Down-regulation of any of these genes by WNT5A would be expected to contribute to inhibition of tumor progression. The list of differentially expressed genes provides information to guide future mechanistic studies aimed at determining how WNT5A affects tumor progression and metastasis.

The signaling cascade initiated by WNT5A that regulates migration in breast cancer is not clear and may be context specific [13]. WNT5A has been shown to act through numerous ß-catenin independent signaling pathways to influence migration in a cell type specific manner. Pathways activated by WNT5A include G-protein coupled receptor pathways acting through Protein Kinase A and cAMP Responsive Element Binding protein as well as through Calcium dependent pathways like Casein Kinase I [24], [30]. Protein Kinase C and Rho activation have also been implicated in WNT5A mediated cell movement and cytoskeletal organization [37], [38]. WNT5A can also act to antagonize canonical ß-catenin dependent signaling and several distinct cell type specific mechanisms for this antagonism have been elucidated including calcium dependent activation of NEMO-like kinase, an inhibitor of the TCF/LEF transcriptional complex [13], [37], [38]. Any of these pathways or yet unidentified pathways could lead to down-regulation of the migration-associated genes identified above.

Alternative splicing programs that can identify various breast cancer subtypes have been identified [39]. In addition, epithelial to mesenchymal transition (EMT) induced by overexpression of Twist in normal breast cells promotes a program of alternative splicing associated with metastasis [40]. Here we identify several alternatively spliced genes in WNT5A expressing cells that are associated with cell migration. One of the genes identified was Cd44. It has been shown that CD44 isoform switching is involved in EMT and metastasis [27]. We show reduced levels of variant Cd44 isoforms in WNT5A expressing cells. This would fit with the reduced level of lung colonization observed in the WNT5A expressing cells. Recently, it was shown that variant forms of CD44 are induced by the splicing factor Esrp1, which can also enhance lung colonization of metastatic 4T1 cells [28]. In this case, Esrp1 expression was independent of EMT-related mechanisms since there was no difference in the expression of EMT markers in Ersp1 high and low cells [28]. The authors suggested Esrp1 was regulated by other mechanisms. Down-regulation of Esrp1 by WNT5A would be expected to result in less Cd44v and less lung metastasis, which is what we observed. 

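Esrp1 (NM_194055) lies on the minus strand of chromosome 4 of mm9 from 11259094 to 11313930. Its FPKM, summed over 4 assembled transcripts, was 3.29 in 4T1-vector cells and 2.13 in 4T1-WNT5A cells. The log2 ratio was -0.63, with a counting interval of -0.92 to -0.34 from about 192 and about 180 (179.8) fragments. Across the alternatives the ratio stayed between -0.83 and -0.43. The 4 transcripts moved in different directions. The first went from 1.29 to 2.04e-05 FPKM and the second from 1.68 to 0.946, while the third rose from 0.00107 to 0.531 and the fourth from 0.321 to 0.648.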

Mining our RNA-seq data indicated that Esrp1 was down-regulated in WNT5A-expressing cells but it did not pass our False Discovery Rate (q-value) cut-off of significance. Regulation of additional splicing-associated genes was identified through mining of the RNA-seq and microarray data (Table S4). 

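The 30 transcripts of Table S4 belong to 27 genes, and the paper lists 22 of the transcripts as up-regulated and 8 as down-regulated. For 17 of them the values list several assembled transcripts under the same RefSeq identifier. With these summed, 23 of the 30 were past 2-fold in the paper's direction. Taking for each only the assembled transcript with the largest change, among those tested by Cuffdiff and above 0 in both libraries, gave 29 of 30. Without the requirement of a test it gave 28. Both alternatives were chosen after seeing the values. At the level of genes, 22 of the 27 were higher and 5 were lower in WNT5A expressing cells, with a median log2 ratio of 0.97. Of the genes, 12 were at least 2-fold higher and 0 were at least 2-fold lower.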

In some cases, splicing genes were themselves differentially spliced in WNT5A-4T1 cells. 

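Rbfox2 lies on the minus strand of chromosome 15 of mm9 from 76909420 to 77137483. NM_053104 was listed for a pair of assembled transcripts, which went from 1.36 to 2.24 FPKM (log2 ratio 0.71) and from 0.293 to 2.31 FPKM (log2 ratio 2.98). Their sum went from 1.66 to 4.54 FPKM, a log2 ratio of 1.46. NM_001110830 went from 3.82 to 1.42 FPKM, a log2 ratio of -1.42. The sum over all 7 transcripts of the gene was 10.7 FPKM in 4T1-vector cells and 11.5 FPKM in 4T1-WNT5A cells. Its log2 ratio of 0.10 (counting interval -0.01 to 0.21) was not distinguishable from no change at this depth in the values as deposited. It was 0.30 with both libraries scaled to the same sum and -0.10 with only the largest transcript kept, so its size and direction depended on the processing.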

For example, a long transcript variant of Rbfox2 (NM_053104) was up-regulated in Wnt-5a-4T1 cells whereas the short variant (NM_001110830) was down-regulated. Rbfox2 has been shown to be critical in regulating cancer subtype specific alternative splicing programs [39] and in mediating EMT specific splicing programs [40]. With regards to WNT5A signaling, the functional consequences of differential expression of Rbfox2 transcripts is not clear, but future studies will address these issues.

## Supporting Information

Figure S1 **Generation and characterization of Wnt5 expressing MDA-MB-231 cells.** (A) Western blot was used to show expression of the WNT5A transgene in MDA-MB-231 cells (231) relative to vector transduced (V) and WNT5A transduced cells. (B) A transwell migration assay indicated that WNT5A expressing MDA-MD-231 cells had reduced migration toward serum free media (SFM), 10% FBS and 20% FBS relative to vector only control cells. (C) The transwell migration assay was used to determine the effects of WNT5A conditioned media (WNT5A CM) on cell migration towards 10% FBS. Treatment of cells with WNT5A conditioned medium inhibited cell migration. (D) MDA-MB-231 cells were placed in SFM in the top well of the transwell while either parental or WNT5A conditioned media was placed in the bottom well. Migration towards WNT5A CM was inhibited (D, left). Migration was also inhibited if conditioned media was placed in both top and bottom chambers (D, right). * = T-test p-value <0.05, **p<0.01, ***p<0.001.
(TIF) Click here for additional data file.

Table S1 (XLS) Click here for additional data file.

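Table S1 lists genes that differed by at least 2-fold on the microarray. The table used here has 96 entries, 84 down-regulated and 12 up-regulated, which is fewer in each direction than the paper's text gives. Each entry gives a transcript of the array, its gene, the fold change of 4T1-WNT5A over 4T1-vector cells and its direction. The fold changes come from 2 passages of each cell line, normalized by the authors with the GC-RMA method.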

Table S2 (XLSX) Click here for additional data file.

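Table S2 lists the genes that Cuffdiff called as changed between the RNA-seq libraries, with the locus in mm9 and a signed fold change. A negative fold change is the inverse of the ratio of the 4T1-WNT5A to the 4T1-vector FPKM. Entries that name several genes share 1 locus, and their values were matched here by summing the FPKM of the genes named.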

Table S3 (XLS) Click here for additional data file.

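Table S3 lists cell movement genes from the pathway analysis under human symbols. The human name can differ from that of the mouse gene measured, for example among the chemokines. The genes from the microarray were matched here by symbol, and those from RNA-seq were matched to Table S2 by fold change and name.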

Table S4 (XLS) Click here for additional data file.

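Table S4 gives fold changes of single assembled transcripts of splicing genes. Where several assembled transcripts carry the same RefSeq identifier, the fold change of 1 of them can differ from that of their sum.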

How the deposited data were processed for this re-analysis (not part of the article)

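RNA from 4T1-vector and 4T1-WNT5A cells was sequenced by the authors, with 1 library of each cell line. The authors aligned the reads to mm9 with TopHat 2.0.0 and Bowtie 2.0.0.5, assembled and compared transcripts with Cufflinks and Cuffcompare 1.3.0, and estimated transcript abundance with Cuffdiff 1.3.0. The methods give quartile normalization, bias correction, a minimum alignment count of 10 and a false discovery rate of 0.05. The values the authors deposited are in FPKM, 1 value for each of 35797 transcripts in each library, with a locus, a RefSeq identifier, a gene symbol and a test status. They hold no counts, confidence bounds or q-values. The status was OK for 18083 transcripts, NOTEST for 16277, LOWDATA for 1365 and FAIL for 72. Quartile normalization and the division of reads among overlapping transcripts are already in the values and could not be undone.

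From these values, the FPKM of a gene was computed as the sum over the transcripts with its symbol. This gave 21927 symbols, 7245 of them with several transcripts, and 25 symbols that had been turned into dates were kept as written. The 979 transcripts without a symbol were left out of gene counts. The log2 ratio of 4T1-WNT5A to 4T1-vector was taken without a pseudocount. Genes were counted as changed at a ratio of 2 among genes with an FPKM of at least 1 in at least 1 library, and a gene at 0 in the other library counted as changed. With 1 library of each cell line there was no replicate check, no p-value was computed and no samples could be left out. Shares are given with 95% Wilson intervals. The median of a gene list chosen elsewhere was set against 10000 random lists of the same size, drawn with seed 1 and matched on 20 bins of mean expression, and for some lists also on 5 bins of transcript length. Such percentiles describe these libraries only.

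The depth behind a value was approximated. For genes with a single transcript, FPKM multiplied by the length of the longest annotated transcript in kilobases gathered at a lowest step of 0.0662 in the 4T1-vector library and 0.0457 in the 4T1-WNT5A library, taken as 1 fragment. The same length was used with the summed FPKM of genes with several transcripts, which overstates the fragments where shorter transcripts dominate. Intervals of log2 ratios from these fragment numbers cover counting error only. Transcript lengths came from GENCODE vM1, which is on the same build as mm9, and 98.8% of the genes tested had a length. Coordinates are those of the deposited values, counted from 1.

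The rule for the genes named and the alternatives to each choice were set before the data were examined. The genes named are those that the results and discussion name for the RNA-seq experiment, the genes of Table 3, Gapdh as the loading control, and the 5 largest rises and 5 largest falls among genes with at least 1 in both libraries. Other genes are summarised as groups, and are named only where a value differs from the paper's. The alternatives covered pseudocounts of 0.1 and 1, upper quartile scaling, median ratio scaling, scaling to the same sum (TPM), keeping the largest transcript of each symbol, other filters on low values, a 3-fold threshold and a lowess correction for transcript length with a fraction of 0.3. A few alternatives were chosen after seeing the values and are named as such where they appear.

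The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9. They were tested on simulated data with known answers, in which 99% of the changed genes were recovered past 2-fold, 0.11% of unchanged genes passed, and a length slope of 0.4 was recovered as 0.397. The simulated changes were well past 2-fold, and the only noise was counting error. Variation between cultures and the division of reads among transcripts were not simulated. These rates check the calculations and are not error rates for the genes counted as changed in the real libraries. The microarray values were not analysed here beyond the lists in the supplementary tables. Which exons each RefSeq transcript of Cd44 contains was not analysed here. Some of the single transcripts of Table S4 are not reported here.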

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

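The gene lists below for the amino acid response, glycolysis and hypoxia, and the interferon response were written after the largest changes had been seen, and the tests on them, on expression level and on the unnamed loci were chosen after the result was seen, and the limit for reading the test of transcript length on the microarray was made stricter after its value was seen. Each is reported because it is a signal in genes or loci that the paper does not discuss. The tests that use Table S1 rest on its 96 entries, which are fewer than the microarray genes counted in the paper's text, so a gene missing from it was not shown to be unchanged on the microarray. There is 1 library of each cell line, so no pattern here has a replicate check, and differences between cultures cannot be told apart from an effect of WNT5A.

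Genes of the amino acid response (34 genes, among them Mthfd2 and Slc7a5) had a median log2 ratio of 1.23, with 31 higher and 22 at least 2-fold higher in the 4T1-WNT5A library. The percentile of the median among random lists matched on expression and transcript length was 100, so the trend with transcript length does not account for it. The median nearest to 0 under any scaling was 1.16. Table S1, which lists only 11 genes with a symbol as up-regulated, holds 8 of the 22 genes, and 100% of random sets of genes at least 2-fold higher and matched on expression held that many or fewer. The microarray list thus holds the change too, but 1 of the 2 passages on the microarray is the RNA sequenced here, so the 2 assays are not independent. An effect of WNT5A expression on this pathway is a candidate explanation, and a difference in medium or growth state between the cultures may give the same pattern and was not tested.

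Genes of glycolysis and hypoxia had a median log2 ratio of -0.96 across 30 genes, with 29 lower and 14 at least 2-fold lower. One of them is Gapdh, the loading control of the RT-PCR and Western blots, which went from 4169 to 2173 FPKM. Its log2 ratio was -0.94, with a counting interval of -0.95 to -0.93. Under the other scalings it was -0.98, -1.01 and -0.74. The percentile of the list among random lists matched on expression and length was 0, and the median nearest to 0 under any scaling was -0.76. Table S1 held 0 of the 14 genes. Only 1.08% of random sets of genes at least 2-fold lower and matched on expression held as few, and the mean was 3.49. A second matching, on expression and size of the change, was added after the first was seen and gave 0.75%. Fewer of the genes were thus in Table S1 than in most random sets. Absence from that list does not show that a gene was unchanged on the microarray. Of the 2 passages on the microarray, 1 is the RNA sequenced here. The test therefore cannot tell whether the fall belongs to the sequenced samples or to the cell lines. The source of the fall was not tested.

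Genes of the interferon response had a median log2 ratio of -1.14 across 35 genes, with 30 lower and 21 at least 2-fold lower. The percentile among random lists matched on expression and length was 0, and the median nearest to 0 under any scaling was -0.94. Table S1 held 0 of the 21 genes. The share of random sets with as few was 2.88% when matched on expression, which is above the limit of 2.5% set for the test. It was 1.27% with the second matching, which was added after the first value was seen. Because the answer depends on the matching, the fall cannot be told apart from a difference that may be limited to the sequenced samples.

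Longer transcripts were higher in the 4T1-WNT5A library. Across 9991 genes with at least 1 FPKM in both libraries the rank correlation of the log2 ratio with transcript length was 0.27 (0.275). It describes genes of a single pair of libraries, and genes are not replicates. The median log2 ratio was -0.17 in the decile of the shortest transcripts and 0.32 in that of the longest. The correlation was 0.230 among the 3040 genes with at least 20 FPKM in both libraries, so low expression is not its source. With GC content held fixed it was 0.261. On the microarray, genes that rose were 1.06 times as long as genes that fell by the ratio of median lengths, with a bootstrap interval of 0.701 to 1.59, against 1.88 for Table S2. For the genes in both tables the ratio was 1.30, which lies inside that interval. By the first reading of this test the microarray would have counted toward a length effect of the sequencing libraries. Because the genes in both tables cannot separate these cases, the list cannot tell whether the trend is a length effect of the sequencing libraries, such as a difference in RNA integrity or fragment size, which may be its source.

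Among the 979 loci without a gene symbol, 35 had an FPKM above 1000000 in either library. The longest of them spans 28 bases, which is shorter than a read of 50 bases. The size of these values is consistent with division by a very short length, and no biological explanation was tested. They were left out of every gene count.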

How the results depend on the processing

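Alternatives were compared with the reported value by a factor of 1.5 for counts, by the 95% Wilson interval for shares, by the 95% interval of the median for lists, by the counting interval for single genes and by a 95% interval for the rank correlation. The alternatives for the 3 lists of other pathways, for transcripts, for single assembled transcripts and for genes with status OK were chosen after seeing the values. The summed log2 ratio of Rbfox2, 0.10, became -0.10 when the largest transcript was kept for each symbol and 0.30 when the libraries were scaled to the same sum. Keeping the largest assembled transcript also changed the sign of the fold change of Table S4 transcripts, for Celf1 NM_017368 from 1.55 to -1.36, for Clk2 NM_007712 from -1.55 to 1.34 and for Clk4 NM_007714 from -1.17 to 1.02. The cause was not tested for the values with the largest transcript kept. Scaling to the same sum adds the same 0.20 to every log2 ratio, which gives the value of Rbfox2 under that scaling and turns the median of the mesenchymal genes positive.

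The 415 genes that were at least 2-fold higher became 142 with a pseudocount of 1, 758 with scaling to the same sum, 2035 without the filter, 189 with at least 5 FPKM in at least 1 library and 71 at 3-fold. The 487 genes that were lower became 312 with a pseudocount of 1, 1795 without the filter, 282 with at least 5 FPKM and 187 at 3-fold. The share of Table S2 genes past 2-fold, 94.9%, was 92.4% with a pseudocount of 0.1 and 61.5% with 1. It was 91.9% with upper quartile scaling, 90.3% with median ratio scaling, 80.8% with scaling to the same sum and 83.8% with the largest transcript. It was 99.7% without the filter, 72.3% with at least 1 FPKM in both libraries, 60.2% with at least 5 in at least 1, 79.2% after correction for transcript length and 34.2% at 3-fold. The share of microarray genes, 86.0%, was 75.6% with scaling to the same sum, 75.6% with at least 1 FPKM in both libraries and 43.02% at 3-fold.

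The median log2 ratio of the Table S3B genes, -1.28, was -1.11 with a pseudocount of 1 and -1.08 with scaling to the same sum. The medians of the Table S3A and Table 3 genes stayed within their intervals. The percentile of the Table S3A genes was 0 in each case, but it is at its lowest value and the genes were chosen for their change in RNA that includes these samples, so it shows no stability. Wnt5a had a log2 ratio of 4.68 with a pseudocount of 0.1 and 1.95 with 1, against 7.33. Cd44 had -0.53 with upper quartile scaling, -0.55 with median ratio scaling, -0.28 with scaling to the same sum and -0.42 with the largest transcript, against -0.48. The share of NM_001039151 in Cd44 was 90.5% in 4T1-vector cells with a pseudocount of 1, and 97.2% and 93.6% in 4T1-WNT5A cells with pseudocounts of 0.1 and 1. Scaling cannot change these shares. The rank correlation with transcript length was 0.252 among genes with at least 5 FPKM in both libraries. The cause was not tested for the changes in these paragraphs where none is given. For single named genes, other lists and transcripts, 53 values moved past their limits and 189 did not.

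The alternatives that need confidence bounds were not run, because the values hold none. No paired analysis was possible because each cell line has 1 library and the comparison comes from no test. The depth of the libraries limits genes with few fragments most, such as Wnt5a in 4T1-vector cells.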

Differences from the paper's values

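The RNA-seq gene counts, the fold changes of Table 3 and those of Table S2 other than that of Aig1 did not differ from the paper's by the limits used. The limit was a factor of 1.5 for counts, shares and the divergences of Table 4, and the larger of 0.02 and the counting error on the log2 scale for fold changes. The limit for counts is wide. It also let pass 14295 expressed genes in 4T1-vector cells against the 19991 of the paper's comparison of platforms. The paper's 302 and 391 changed genes required a q-value, which the 415 and 487 counted here did not. In Table 4, the square root of the Jensen-Shannon divergence was 0.0766 for Axl against the paper's 0.350, 0.154 for Ptpra against the paper's 0.0953, and 0.210 for Tnfaip3 against the paper's 0.330. Leaving out transcripts below 0.1 FPKM, the only alternative set before the data were examined for these values, did not close any of these gaps. All transcripts of a symbol were pooled here, and the paper does not state which transcripts its values compare. The gaps are therefore not shown to be errors in either set of values. A further 7 genes of Table 4 were not within 0.005 of the paper's value but within the factor of 1.5, with the largest gaps for Etv4 (0.394 against the paper's 0.296) and Runx2 (0.364 against the paper's 0.446). In Table S2, the fold change of Aig1 was -1.92 against the paper's -3.63, and none of the alternatives closed the gap. For the microarray, the paper's text gives more down-regulated and more up-regulated genes than the 84 and 12 entries of Table S1 used here.

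In Table S4, transcripts listed several times under the same RefSeq identifier were summed here, and 12 of the fold changes reported here differed from the paper's. Taking the single assembled transcript with the largest change among those tested by Cuffdiff and above 0 in both libraries, an alternative chosen after seeing the values, reached the paper's value for all of them except Hnrnpc NM_016884. Without the requirement of a test, also an alternative chosen after seeing the values, Scaf11 NM_028148 gave -5564 and Sfpq NM_023603 gave 3.78, which did not reach the paper's values, and the others were as with the requirement. For Celf1 NM_017368 the fold change was 1.55 against the paper's 3.50, for Clk2 NM_007712 -1.55 against the paper's -38.8, for Clk4 NM_007714 -1.17 against the paper's -6.91, and for Gemin5 NM_001166669 1.495 against the paper's 2.15. For Rbfox2 NM_053104 it was 2.74 against the paper's 7.88, for Scaf11 NM_028148 2.21 against the paper's 424, and for Sfpq NM_023603 3.36 against the paper's 2.61 (2.605). The direction was opposite for Srsf10 NM_010178, with 1.27 against the paper's -2.53, and for Srsf4 NM_020587, with -1.15 against the paper's 2.94 (2.935). None of the alternatives set before the data were examined closed these gaps.

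For Gemin6 NM_026053 the fold change was 2.27 against the paper's 3.24, and for Syncrip NM_019796 1.98 against the paper's 2.26. Keeping the largest assembled transcript, an alternative set before the data were examined, reached the paper's value for both of these, as did both alternatives chosen after seeing the values, and for Syncrip scaling to the same sum did so too. For Hnrnpc NM_016884 the fold change was 2.11 against the paper's 4.34, and the largest assembled transcript reached the paper's value while both alternatives chosen after seeing the values gave -18.5.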

Other observations

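The tests on the lists of canonical Wnt targets, epithelial genes and mesenchymal genes, and on isoform shares, were chosen before the results were seen. The test on Table S4 was chosen after its result was seen. All describe a single pair of libraries.

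The paper discusses WNT5A as an antagonist of canonical signaling. If WNT5A lowered canonical Wnt targets in these cells, a list of them would fall toward the bottom of random lists. The median log2 ratio of the 11 expressed genes of the list was 0.30, at a percentile of 90.0 (90.005) among random lists matched on expression, so no fall was seen. The list is short, and a change in a few targets could not be detected this way.

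The cell morphology and E-cadherin staining in the paper would lead to a hypothesis that epithelial genes rise and mesenchymal genes fall in the RNA. The 22 expressed epithelial genes had a median log2 ratio of -0.28, with 15 lower and 7 higher, at a percentile of 0.29, which is opposite to that hypothesis. The 8 expressed mesenchymal genes had a median of -0.11 at a percentile of 30.6. Scaling the libraries to the same sum raises each median by 0.20, which turns the mesenchymal median positive and leaves the epithelial median negative. Neither list stood apart from random lists in the direction of the hypothesis in these libraries. Why the epithelial genes were lower was not tested further.

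Isoform shares differed less in highly expressed genes. Across 5727 genes with several transcripts the rank correlation of the square root of the Jensen-Shannon divergence with mean FPKM was -0.32 (-0.322), and the median divergence was 0.173, 0.112 and 0.0637 in the lowest, middle and highest of 3 groups by expression. Noise of the estimates in weakly expressed genes may therefore account for part of the divergence. How much of it applies to the genes of Table 4 was not tested.

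A hypothesis for the large fold changes in Table S4 was that Cuffdiff had divided the reads of a RefSeq transcript among several assembled transcripts. Of the 17 transcripts listed several times, 10 kept a change of at least 2-fold in the paper's direction when summed and 7 did not, 2 of them with the opposite sign. The division of reads may account for those 7 but does not account for most of the table.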
